A study of Escherichia coli str. K-12 substr. MG1655 with 56 samples. Its data were reported in "Polyphosphate modulates the stress-responsive formation of functional RNA-protein condensates in bacteria and mammalian cells" (2026).

How the data were processed

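Escherichia coli K-12 strains that carried Hfq fused to mCherry, either otherwise wild type (WT) or lacking the polyphosphate kinase gene ppk (Δppk), were starved for nitrogen and sampled at 0, 6, 12 and 24 h. Per the labels, RNA bound to Hfq was recovered with an mCherry antibody from lysates precleared on protein G beads (RIP, called pulldown here), and a part of each precleared lysate was kept as input. The 56 libraries formed 16 groups, with 4 WT and 3 Δppk libraries for each fraction and time. Groups were taken from the labels alone. The labels describe 3 biological replicates per strain, each extracted in a separate experiment, while the WT libraries carry replicate numbers up to 4.

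The authors deposited 12 tables, 1 for each of 3 comparisons at each of the 4 times, and no values per library were used here. The comparisons were WT pulldown against WT input, WT input against Δppk input, and the difference between the strains in pulldown against input (WT minus Δppk). The mean level in each deposited table is a signal, the mean over libraries of counts that the authors divided by size factors, and it was equal for a gene in all 12 tables. The fold change, its standard error and a shrunken fold change are log2 values computed by the authors. The test statistic is a score that equals the deposited log2 fold change over its standard error. Each p-value, its Benjamini-Hochberg adjusted form and a second form adjusted with independent hypothesis weighting (IHW) were deposited by the authors. The columns are named as in the output of a Wald test on a count model, but neither the labels nor the study's methods state the aligner, the read counting, its use of strand, the genome build, any removal of rRNA or the model for this experiment. Depth per library is therefore unknown, and no interval that needs it is given. The precision of each value is that of the deposited standard error. For genes with a mean level of at least 100, the median standard error was 0.40 for WT enrichment and 0.41 for the input comparison at 24 h, and 0.58 for the strain difference in enrichment.

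Each table had 4673 entries, of which 47 were listed as unknown and were left out because they shared 1 set of values within a table. The 9 identifiers that were listed more than once were kept once, which left 4617 genes. Of these, 4593 matched the reference annotation of assembly ASM584v2, which was used only for names, gene classes and neighbours. The symbol differed for 37 genes and was printed as the tables give it. No coordinates are given, since the build of the tables is not stated. Reads from the 22 rRNA genes and from many of the 86 tRNA genes cannot be placed in a single copy, and the counting rule for such reads is unknown, so values for single rRNA and tRNA genes are uncertain.

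Genes with a deposited adjusted p below 0.05 were counted apart for each direction. A change over time was tested per gene with a Wald statistic, the difference of 2 deposited log2 fold changes over the root of their summed squared standard errors, with a two-sided normal p and Benjamini-Hochberg adjustment over 4615 genes. Gene sets were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the deposited score, with an inter-gene correlation of 0.01, two-sided, and with adjustment over 96 tests, 8 sets in 12 tables. A fry test or an estimated correlation needs values per library and could not be run, so an inter-gene correlation of 0.05 was used as the alternative. The 8 sets held 26 Hfq-binding sRNAs, 7 other non-coding RNAs, 54 ribosomal protein genes, 12 translation factors, 86 tRNA genes, 34 genes of the nitrogen starvation (NtrC) response, 22 genes of the general stress (RpoS) response and 15 cell division genes, and each listed member was found. For each set, members were also counted with p adjusted over the list alone.

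Enrichment in Δppk was derived per gene as WT enrichment minus the deposited strain difference and was not tested against 0. Correlations are across genes, which are not independent replicates. Their 95% intervals came from 200 bootstrap resamples of blocks of 50 neighbouring identifiers. Tables that share libraries correlate by construction, so that value was simulated 20 times from the deposited standard errors and is given beside the observed one. In the simulation the strain difference held error alone. The other term kept its observed values with new error added, which widens its spread. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with random seed 20.

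The sets, the tests, the thresholds and the rule for naming genes were chosen before the data were examined. Named genes were ppk, ppx and hfq, 6 genes for RNA decay proteins and the foci protein TmaR (rne, rhlB, pnp, eno, tmaR and pcnB), and the genes with the largest log2 fold change in each direction among those with an adjusted p below 0.05 and a mean level at or above the median (3 per direction at 24 h and 1 at the other times). For changes over time, 2 genes per direction were named by the same rule. Genes named outside the rule are marked as chosen after their values were seen. Alternatives were stricter and looser thresholds, minimum mean levels of 10 and 100, a minimum absolute log2 fold change of 1, centring on the median of all genes, leaving out rRNA and tRNA genes, a t reference in place of the normal one, a correlation of 0.5 between time points, ranks, 10000 random gene lists matched on mean level, and Spearman correlations. The IHW adjustment, a t reference with 40 degrees of freedom and a turned sign of the input term at 0 h were added after the data were seen.

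Both kinds of test were tested on simulated data. The 200 changed genes were drawn only from those with a mean level of at least 100. Noise was drawn from the deposited errors, independent between times, so the false share does not test whether those errors are right. For WT enrichment at 24 h against 0 h, 20 draws over 4615 genes gave a mean of 107.3 calls, of which 4.57% were false. They recovered 12.7% of changes of 1, 59.4% of changes of 2 and 83.9% of changes of 3 log2 units. For WT minus Δppk enrichment at 24 h against 0 h, the same design recovered 2.82%, 24.6% and 55.9%. In 20 simulated columns over 4617 genes, cameraPR called 18 of 20 sets shifted by 1 unit of the score and 0 of 140 tests of unshifted sets. The genes in these columns were independent, so false calls among correlated genes were not tested.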

Results

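RNA bound to Hfq-mCherry and the matching input RNA were sequenced in WT and Δppk E. coli at 0, 6, 12 and 24 h of nitrogen starvation. Each fraction and time had 4 WT and 3 Δppk libraries, 56 libraries in 16 groups. The tables used hold the authors' estimates over the libraries of a group and not values per library, so neither the depth of a library nor the number of libraries that show a direction can be given. Across 4617 genes, the median mean level was 56.6 normalised counts, 1689 genes reached 100 and 2 genes stood at 0. The 22 rRNA genes held 77.1% of the summed mean level and the tRNA genes held 2.48%.

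The deleted gene was read first, as a check of labels and sign. In the authors' deposited table of input RNA, ppk (b2501) was higher in WT than in Δppk by 9.54 ± 1.71 (log2, standard error) at 0 h, with an adjusted p = 2.00e-06. At 6, 12 and 24 h the difference for ppk in the authors' deposited table was 7.55, 8.44 and 7.06. At the mean level of ppk, such values imply levels near 0 in Δppk, which makes their size imprecise while the direction was the same at each time. The neighbouring gene ppx (b2502), which encodes exopolyphosphatase, was also higher in WT input at 6, 12 and 24 h, by 1.23, 1.20 and 1.43 in the authors' deposited table, and was not called at 0 h (0.75, adjusted p = 0.21). For hfq (b4172), the authors' deposited table gave no difference in input past the threshold, with values from -0.09 at 0 h to 0.55 at 12 h.

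Which RNAs Hfq binds was addressed by WT pulldown against WT input. At 0 h, 1031 genes were higher in the pulldown and 874 were lower. These counts were 1223 and 947 at 6 h, 1085 and 870 at 12 h, and 1297 and 1131 at 24 h. Centring on the median of all genes turned the balance to 926 higher and 1045 lower genes at 12 h and to 1193 and 1256 at 24 h, while higher genes stayed more numerous at 0 h (1020 and 886) and 6 h (1143 and 1043). The same direction was called at all 4 times for 644 higher and 555 lower genes, whereas 40 genes were called higher at 1 time and lower at another. The median log2 enrichment of all genes was 0.02, 0.10, 0.20 and 0.13 at the 4 times, and gene set values below are given relative to this median except where stated. The alternative that moved a count most was the restriction to a mean level of at least 100, which tests fewer genes and gave 1014 calls in place of 2170 at 6 h.

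**Figure D1:**
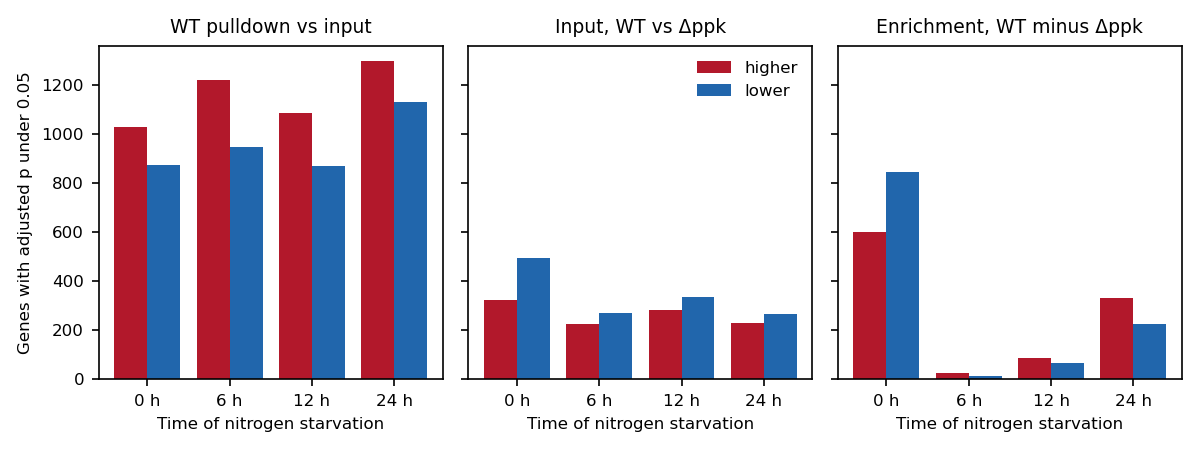
Number of genes with a deposited adjusted p below 0.05 (vertical axis) at each time of nitrogen starvation, for WT pulldown against input, input of WT against Δppk, and the strain difference in enrichment; bars give genes called higher or lower. The strain difference had 1447 calls at 0 h, 38 at 6 h, 151 at 12 h and 558 at 24 h.

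The strongest enrichment among genes named by rule was that of small RNAs. At 0 h, arcZ (b4450) had a log2 enrichment of 7.71 ± 0.56 (standard error) in the authors' deposited table, with an adjusted p = 1.74e-39, and at 6 h it had 6.89. The highest value at 12 and 24 h in the authors' deposited table was that of micL (b4717), 7.55 ± 0.70 and 7.93 ± 0.70. Also at 24 h, the authors' deposited table listed the ribosomal RNA genes rrfA (b3855) at 7.89 and rrlB (b3970) at 7.50, with reads that cannot be told from those of the other rRNA operons. On the depleted side, the authors' deposited table gave ssrS (b2911) at -4.16 at 0 h, sibE (b4611) at -4.28 at 6 h and ryfD (b4609) at -3.94 at 12 h. Lowest at 24 h in the authors' deposited table were atpE (b3737) at -5.54 ± 0.80, atpG (b3733) at -4.92 and rpmB (b3637) at -4.86.

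As a set, the 26 Hfq-binding sRNAs were enriched in the WT pulldown, by a median of 4.40, 4.22, 3.33 and 4.12 above all genes at 0, 6, 12 and 24 h (limma's cameraPR, adjusted p = 3.57e-18 at 0 h and 6.09e-11 at 24 h). Of the 26, 24 were called higher at 0, 6 and 24 h and 22 at 12 h. With p adjusted over the list alone, 24 sRNAs were called at 0, 6 and 24 h and 23 at 12 h. The 7 other non-coding RNAs lay below all genes, with medians of -3.10, -3.29, -2.29 and -2.01, and the set was past the threshold at 0, 6 and 12 h but not at 24 h (adjusted p = 0.123). Against random lists matched on mean level, this set was past the threshold as lower at 24 h too (percentile 0.83). Ribosomal protein genes were depleted, with medians of -1.80, -2.40, -2.47 and -3.55, with 41, 43, 51 and 53 of 54 called lower over all genes and 44, 46, 52 and 53 adjusted over the list alone. Translation factors were depleted as well, from -1.34 at 0 h to -2.84 at 24 h, and 11 of 12 were called lower at 24 h under either adjustment. tRNA genes lay lower at 0 and 6 h (-1.10 and -1.26) and were not past the threshold at 12 and 24 h. The NtrC, RpoS and cell division sets were not past the threshold in the WT pulldown at any time. In the 12 tables together, 42 of 96 set tests had an adjusted p below 0.05, and an inter-gene correlation of 0.05 lowered this to 27. The rRNA genes, which were not among the tested sets, had median enrichments of 6.29, 5.59, 6.96 and 7.29, with all 22 called higher at each time. These medians are given without the median of all genes subtracted.

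**Figure D2:**
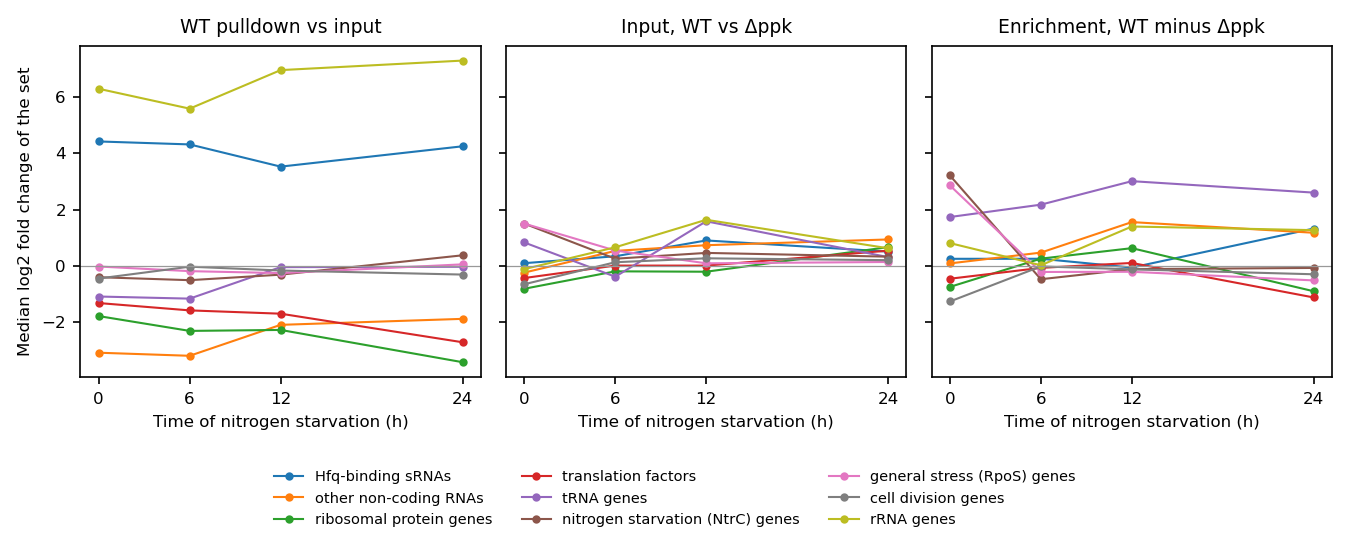
Median log2 fold change of each gene set (vertical axis, points joined by lines, no error drawn) against hours of nitrogen starvation, for the 3 comparisons. rRNA genes and Hfq-binding sRNAs lay highest in the WT pulldown, and the 0 h values of the strain difference follow those of the input comparison.

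Transcripts of 6 genes for RNA decay proteins and the foci protein TmaR were mostly depleted from the pulldown. At 24 h the authors' deposited table gave a log2 enrichment of -2.26 ± 0.40 for rne (b1084), -2.83 ± 0.23 for rhlB (b3780), -2.43 ± 0.38 for pnp (b3164) and -3.60 ± 0.45 for eno (b2779). These 4 genes were also called lower at 0, 6 and 12 h. For pcnB (b0143), the authors' deposited table had a value of -1.81 ± 0.40 at 24 h, and the gene was not called at the earlier times. By contrast, tmaR, listed under its older symbol yeeX (b2007), was enriched by 1.35, 0.95 and 1.41 at 0, 6 and 24 h in the authors' deposited table and was not called at 12 h (0.80, adjusted p = 0.087). For hfq itself, the authors' deposited table had a value past the threshold only at 12 h (-0.93, adjusted p = 0.0062). The difference between strains in the authors' deposited table was past the threshold at 24 h for rhlB (-1.78 ± 0.32, adjusted p = 6.19e-06) and for none of the other 5 genes, and at 6 and 12 h for none of the 6. At 0 h, rne and yeeX were past it in a table with the limit described for 0 h further on, and both changed sign when the input term of that table was turned (-0.56 and 0.14).

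**Figure D3:**
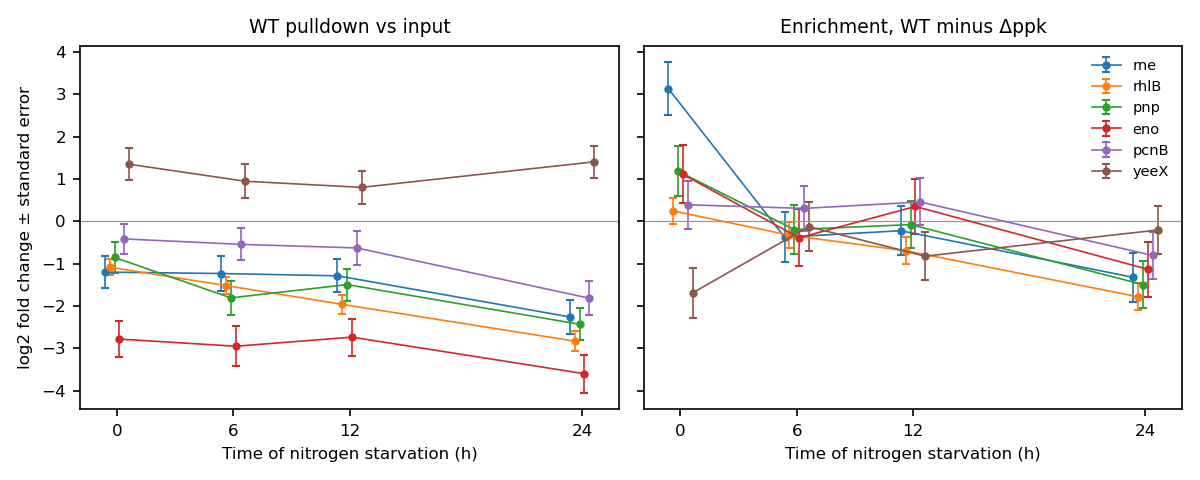
Log2 fold change with the deposited standard error (bars) against hours of nitrogen starvation for rne, rhlB, pnp, eno, pcnB and yeeX, in WT pulldown against input and in the strain difference of enrichment; points are shifted sideways for legibility. At 24 h, rhlB lay at -2.83 in the WT pulldown and at -1.78 in the strain difference.

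Whether WT enrichment changed during starvation was tested directly between time points. Relative to 0 h, 6 genes were higher and 0 lower at 6 h, with 247 genes at an unadjusted p below 0.05. At 12 h, 86 were higher and 33 lower, and at 24 h, 314 were higher and 252 lower. These counts moved most in opposite ways under a correlation of 0.5 between the time points, with 167, 501 and 1457 genes, and under a t reference with 12 degrees of freedom, with 0, 0 and 126 genes (180, 395 and 977 at an unadjusted p below 0.05). Centring each table on its median changed the split to 51 higher and 58 lower at 12 h and to 275 higher and 345 lower at 24 h, so the direction of the smaller changes depends on the scaling. Among genes named by rule, argR (b3237) rose by 2.02 ± 0.39 (adjusted p = 0.00114) and rsd (b3995) by 2.47 ± 0.56 from 0 to 6 h. From 0 to 12 h, ybeY (b0659) rose by 3.23 and rsd by 2.86, while micF (b4439) fell by 2.98 and glmZ (b4456) fell by 2.36. From 0 to 24 h, fadK (b1701) rose by 4.42 ± 0.61 (adjusted p = 1.98e-10) and cspD (b0880) by 4.00 ± 0.67, while pyrI (b4244) fell by 5.51 ± 1.92 and ridA (b4243) fell by 4.27 ± 1.16.

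The effect of ppk on RNA levels was read from input RNA. WT and Δppk differed in 323 higher and 495 lower genes at 0 h, 226 and 269 at 6 h, 281 and 336 at 12 h, and 231 and 266 at 24 h, where higher means higher in WT. The median difference of all genes was -0.17 at 0 h, and centring on it gave 400 higher and 322 lower genes. The same step gave 284 higher and 226 lower genes at 6 h and 313 and 288 at 12 h. The planned t reference with 5 degrees of freedom moved these counts most, to 0 genes at each time, with 855 genes at an unadjusted p below 0.05 at 0 h. A t reference with 40 degrees of freedom, chosen after seeing the data, gave 695, 377, 485 and 381 genes. In the same direction at all 4 times, 35 genes were higher and 51 lower in WT.

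After ppk, the highest genes at 24 h in the authors' deposited table of input RNA were uhpT (b3666) at 3.90 ± 0.69 and aqpZ (b0875) at 3.87 ± 0.61. The lowest in the authors' deposited table at 24 h were ychS (b1228) at -4.36 ± 0.42, mmuP (b0260) at -3.97 ± 0.38 and hmp (b2552) at -3.77 ± 0.37. Earlier, the lowest value in the authors' deposited table was that of ykgO (b4506) at 0 h (-4.02), of sbp (b3917) at 6 h (-5.99) and of ychS at 12 h (-5.42). At 0 h, NtrC genes lay 1.68 and RpoS genes 1.68 above the median of all genes in WT input (adjusted p = 5.75e-09 and 1.28e-14). Over all genes, 12 of 34 NtrC genes and 12 of 22 RpoS genes were called higher at 0 h, and 13 of each when adjusted over the list alone. Both sets were also higher in WT input at 1 later time, RpoS genes at 6 h (0.64, adjusted p = 1.23e-04, 8 of 22 called higher) and NtrC genes at 12 h (0.53, adjusted p = 0.0114, 4 of 34 called higher). Relative to all genes, the median of ribosomal protein genes in WT input was -0.64 at 0 h (adjusted p = 0.00321) and 0.67 at 24 h (adjusted p = 0.0157). tRNA genes were higher at 0 and 12 h (1.01 and 1.65) and not past the threshold at 6 and 24 h. Hfq-binding sRNAs were higher at 12 h only (0.97, adjusted p = 0.00297). Cell division genes were lower at 0 h (-0.48, adjusted p = 0.0396) and higher at 12 and 24 h (0.33 and 0.21), whereas other non-coding RNAs and translation factors were not past the threshold in input at any time. Against random lists matched on mean level, 6 of these input results were not past the threshold, namely those of RpoS genes at 6 h, NtrC genes and Hfq-binding sRNAs at 12 h, and cell division genes at 0, 12 and 24 h. The same lists put tRNA genes past it as lower in WT at 6 h (percentile 0.01), opposite to 0 and 12 h. Random genes do not share reads as tRNA copies can, so that percentile can overstate the shift. Ribosomal protein genes were also past the threshold against these lists, as lower at 6 and 12 h (percentiles 0.52 and 0.04), opposite to 24 h. Between 24 and 0 h, the input difference changed in 138 genes upward and 136 downward. After centring, the split was 84 upward and 173 downward. By rule, ykgM (b0296) rose by 6.38 ± 1.83 and ykgO by 6.18 ± 1.61, while glaH (b2659) fell by 4.81 ± 1.07 and katE (b1732) fell by 3.82 ± 0.69.

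Whether ppk changes what Hfq binds was addressed by WT enrichment minus Δppk enrichment. The paper reports more Hfq protein, and a larger insoluble share of it, in Δppk than in WT late in starvation. The amount of Hfq recovered in each pulldown is not known here, so a strain difference in enrichment need not be one in binding. At 6 h, 24 genes were higher in WT and 14 lower, and these counts were 86 and 65 at 12 h and 333 and 225 at 24 h. At 24 h the balance turned to 157 higher and 182 lower genes among those with a mean level of at least 100, and centring gave 282 and 260. The restriction on mean level gave even splits at 6 h (12 and 12) and 12 h (71 and 71). Centring on the median of all genes (0.13 at 6 h and 0.16 at 12 h) gave 11 higher and 15 lower genes at 6 h, and 53 higher and 88 lower genes at 12 h. The alternative that moved these counts most was the planned t reference, with 0 genes at 6 and 12 h and 38 at 24 h, while 271, 547 and 942 genes had an unadjusted p below 0.05. No gene was called in opposite directions at 12 and 24 h, and 112 were called in the same direction.

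At 0 h, 601 genes were higher and 846 lower in the deposited strain difference, but this table followed the input comparison of the same time. Across the 1689 genes with a mean level of at least 100, the slope of the 0 h strain difference on the 0 h input difference was 1.83, against -0.07, 0.15 and -0.11 at 6, 12 and 24 h. Pearson's correlation across genes was 0.96 at 0 h in these genes. Over all 4615 genes it was 0.91 (95% interval 0.90 to 0.92), where shared libraries alone gave -0.53. At 6, 12 and 24 h it was -0.27, -0.17 and -0.31, against -0.53, -0.49 and -0.50 from shared libraries alone. With the sign of the input term turned in the 0 h table, an alternative chosen after seeing the data, 4 genes were called instead of 1447, and 242 had an unadjusted p below 0.05. Every value of the strain difference at 0 h is printed as deposited and is subject to this limit. Under the rule, the extremes at 0 h in the authors' deposited table were ppk at 14.59 ± 2.01 and yncJ (b1436) at -7.50 ± 0.85.

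**Figure D4:**
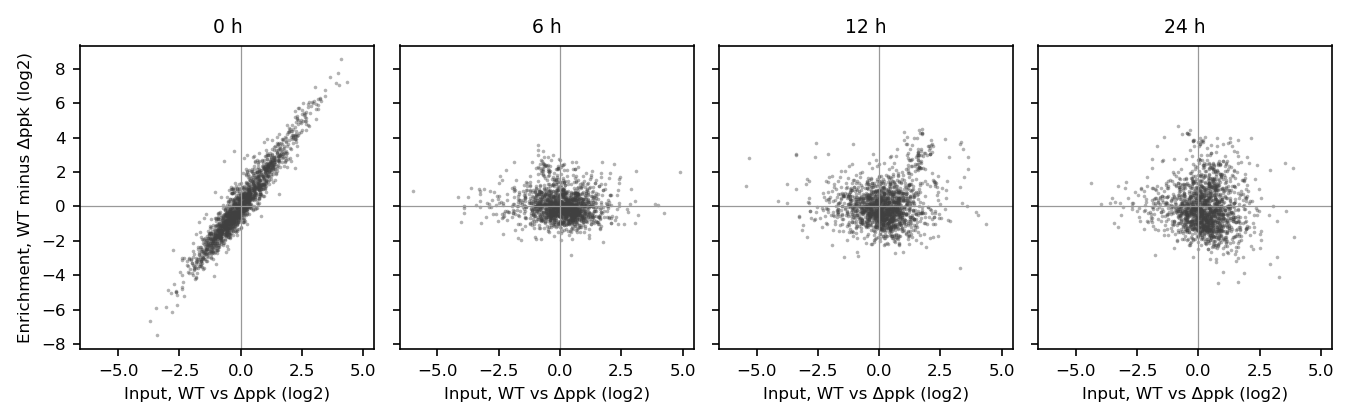
Strain difference in enrichment (WT minus Δppk, log2, vertical axis) against the input difference of the strains (WT against Δppk, log2, horizontal axis) at each time; each point is 1 of the 1689 genes with a mean level of at least 100. The slope was 1.83 at 0 h and between -0.11 and 0.15 at the later times.

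At the later times, the genes named by rule were single members of larger groups. At 6 h the authors' deposited table had fimD (b4317) highest at 2.58 ± 0.57 and yajL (b0424) lowest at -2.83 ± 0.53. At 12 h the tRNA gene argX (b3796) was highest at 4.46 ± 1.02 and oxyS (b4458) lowest at -3.56 ± 1.03 in the authors' deposited table. The 3 highest at 24 h in the authors' deposited table were the tRNA genes leuP (b4369), thrU (b3976) and leuX (b4270), at 4.67, 4.44 and 4.20. Reads of many tRNA genes can be shared with near-identical copies, and whether this holds for each of these 3 was not tested. Lowest at 24 h were hdeA (b3510), ridA and nirB (b3365), at -4.45, -4.41 and -3.89 in the authors' deposited table.

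tRNA genes as a set were higher in WT than in Δppk by medians of 2.05, 2.85 and 2.52 above all genes at 6, 12 and 24 h (adjusted p = 2.95e-14, 1.99e-22 and 5.04e-13). Of the 86 single tRNA genes, 0, 4 and 17 were called higher over all genes, and 0, 61 and 34 when adjusted over the list alone. Hfq-binding sRNAs did not differ past the threshold at 6 and 12 h and were higher in WT at 24 h by a median of 1.24 (adjusted p = 0.0396), with 4 of 26 called higher. Among these 4 was rseX (b4603), named after its values were seen, with a deposited mean level of only 3.05. Adjusted over the list alone, 6 sRNAs were higher and 1 lower at 24 h. Ribosomal protein genes and translation factors were lower in WT at 24 h, with medians of -0.99 and -1.21 relative to all genes (adjusted p = 2.78e-04 and 6.31e-04), and were not past the threshold at 6 and 12 h. Against matched random lists, however, ribosomal protein genes were higher in WT at 6 and 12 h (percentiles 99.6 and 100), opposite to 24 h (percentile 0.08). The median was -0.60 for RpoS genes at 24 h (adjusted p = 0.0276), -0.60 for NtrC genes at 6 h (adjusted p = 0.0280) and 1.40 for other non-coding RNAs at 12 h (adjusted p = 0.0281), of which those of RpoS genes and other non-coding RNAs were not past the threshold against matched random lists. Cell division genes were not past the threshold at 6, 12 and 24 h. At 0 h, the table with the limit given above had NtrC genes at 3.40, RpoS genes at 3.05, tRNA genes at 1.93 and cell division genes at -1.07 relative to all genes.

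Between 24 and 0 h, the deposited strain difference changed in 588 genes upward and 502 downward. Centring gave 433 upward and 589 downward, and turning the sign of the input term at 0 h gave 44 genes. The genes named by rule for this change were yncJ, which rose by 7.72, purM (b2499), which rose by 7.50, ppk, which fell by 13.69, and gatA (b2094), which fell by 10.14. All 4 values rest on the 0 h table with the limit given above.

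Enrichment in WT was similar between time points across genes, with Pearson's correlations from 0.75 between 0 and 24 h to 0.91 between 6 and 12 h. WT enrichment correlated with the strain difference by 0.42, 0.43 and 0.67 at 6, 12 and 24 h, against 0.34, 0.35 and 0.30 from shared libraries alone, and by -0.09 at 0 h, against 0.32. The restriction to genes with a mean level of at least 100 lowered the later 3 to 0.29, 0.34 and 0.62, against 0.19, 0.19 and 0.16 from shared libraries alone. Derived Δppk enrichment correlated with WT enrichment by 0.65, 0.83, 0.74 and 0.70 at the 4 times, where equal enrichment in both strains would give 0.68, 0.73, 0.73 and 0.79 at the deposited errors. In genes with a mean level of at least 100, the derived Δppk enrichment correlated by 0.97, 0.96 and 0.96 between the 3 later times and by 0.64, 0.62 and 0.59 between 0 h and these.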

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

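A difference between time points, tested directly, drew each of the 5 results below. The sign of the input term was questioned only after these results had been seen, and the centred and filtered counts were also taken up as tests of an explanation only then. Splits of the samples into other groups could not be counted, since the tables hold no values per library.

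WT enrichment differed from 0 h in 6 genes at 6 h, in 119 at 12 h and in 566 at 24 h. A shift common to all genes, such as a size factor moved by the rRNA genes that hold most of the signal, would be removed by centring, but the centred tables gave 4, 109 and 620 genes. Genes with few reads are not required for the result, because 12, 122 and 403 of the genes with a mean level of at least 100 were called when tested alone. The split between higher and lower genes did move with centring, so the balance of directions may depend on the normalisation. What stays open is a change in Hfq binding with starvation, a change in input RNA that the pulldown does not follow, and differences between batches or library depths, none of which the tables can separate. GC content and gene length bias were not tested.

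The input difference between WT and Δppk changed between 24 and 0 h in 274 genes. Centring gave 257 calls, and genes with a mean level of at least 100 gave 239 when tested alone, so neither a common shift nor low counts is likely to be the whole source. The input difference was high for RpoS and NtrC genes at 0 h, and smaller but past the threshold for RpoS genes at 6 h and NtrC genes at 12 h. Whether these set values differ between times was not tested. A strain difference in the timing of the starvation response could give this pattern, and a difference in culture density or harvest between the strains at 0 h could give it too. Neither was tested.

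The strain difference in enrichment changed between 24 and 0 h in 1090 genes. With the sign of the input term turned at 0 h, 44 genes were called, and 581 had an unadjusted p below 0.05. Most of this result may therefore come from the construction of the 0 h table and not from a change in binding, as weighed among the other observations. For the 44 genes called with the sign turned, a biological change remains open and untested.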

How the results depend on the processing

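The IHW adjustment, the t reference with 40 degrees of freedom and the turned sign of the input term at 0 h were chosen after seeing the data. No paired analysis was possible because the tables hold no values per library. For the same reason a replicate block, leaving out single replicates and other normalisations of the counts were not run. Unless construction is named below, the cause was not tested.

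Counts of genes in the 12 tables stayed within 1.5 times their value when p was adjusted over every gene, for a mean level of at least 10, for an absolute log2 fold change of at least 1, after centring, without rRNA and tRNA genes, and with the IHW adjustment. Restriction to a mean level of at least 100, which tests fewer genes, gave 969, 1014, 1038 and 1160 calls for WT enrichment at 0, 6, 12 and 24 h, 469, 314, 402 and 317 for the input comparison, and 752, 24 and 339 for the strain difference at 0, 6 and 24 h. The balance of directions turned with this filter in several tables. WT enrichment had 498 higher and 516 lower genes at 6 h, 499 and 539 at 12 h and 558 and 602 at 24 h. The input comparison had 179 and 135 at 6 h, 231 and 171 at 12 h and 196 and 121 at 24 h. The strain difference had 157 and 182 at 24 h. Its split became even at 6 h (12 and 12) and at 12 h (71 and 71). At a threshold of 0.01, which is stricter by construction, the input comparison had 470, 265, 316 and 271 calls and the strain difference 15, 65 and 237 at 6, 12 and 24 h. At 0.1 the strain difference at 12 h had 299. The planned t reference, with 6, 5 and 10 degrees of freedom for the 3 comparisons, has heavier tails by construction. It gave 1004, 1363 and 1059 calls for WT enrichment at 0, 6 and 12 h. For the input comparison it gave 0 at each time, with 855, 595, 705 and 595 genes at an unadjusted p below 0.05. The strain difference had 0 calls at 6 h, 0 at 12 h and 38 at 24 h under it, with 271, 547 and 942 unadjusted. These degrees of freedom count only the libraries of that time. With 40 degrees of freedom, the counts that moved by more than 1.5 times were those of the strain difference at 6 and 12 h, 13 and 80.

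For changes over time, a correlation of 0.5 between the time points, which lowers the error by construction, gave 167, 501 and 1457 genes for WT enrichment at 6, 12 and 24 h, 982 for the input comparison and 1968 for the strain difference. A threshold of 0.01 gave 1, 47, 267, 111 and 676 in the same order. The planned t reference gave 0, 0 and 126 for WT enrichment, with 180, 395 and 977 unadjusted, and 0 for the input comparison, with 646 unadjusted. With 40 degrees of freedom the counts were 1 and 60 for WT enrichment at 6 and 12 h and 181 for the input comparison. Genes with a mean level of at least 100 gave 12 for WT enrichment at 6 h and 600 for the strain difference (268 higher and 332 lower), and turned the balance for WT enrichment at 24 h to 192 higher and 211 lower. Centring kept each of the 5 counts within 1.5 times.

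Turning the sign of the input term at 0 h changed the strain difference to 4 calls at 0 h and to 44 genes for the change to 24 h. It reversed ppk at 0 h to -4.50 and its change to 5.40, rne at 0 h to -0.56 and yeeX to 0.14. Set medians at 0 h, here without the median of all genes subtracted (-0.19 as deposited and 0.15 turned), moved from -0.74 to 0.75 for ribosomal protein genes, from 1.74 to -0.055 for tRNA genes, from 3.21 to -0.063 for NtrC genes and from 2.86 to -0.018 for RpoS genes. With the sign turned, the ribosomal set was past the threshold as higher. As deposited it was not past it, although the log2 fold change in place of the score and the random lists put it past the threshold as lower. The correlation across genes of the 0 h strain difference became 0.26 with WT enrichment and -0.50 with the input comparison, and that of derived Δppk with WT enrichment became 0.82. The alternative subtracts the input term from the table, so lower correlations with input follow partly from its construction.

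Among correlations across genes, a mean level of at least 100 gave 0.29, 0.34 and 0.62 for WT enrichment with the strain difference at 6, 12 and 24 h, and Spearman's coefficient at 24 h was 0.70. Input with the strain difference moved to 0.96, -0.085, 0.14 and -0.076, reversed at 12 h. Shared libraries alone gave -0.33, -0.35, -0.30 and -0.34 in these genes, in place of -0.53, -0.53, -0.49 and -0.50, so weaker shared error accounts for part of the move. Derived Δppk with WT enrichment moved to 0.90, 0.81 and 0.80 at 6, 12 and 24 h. Of 18 correlations between times, 16 moved under this filter, 3 under Spearman's coefficient and 3 with the sign turned.

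Of 42 gene set tests past the threshold, 27 were past it at an inter-gene correlation of 0.05. Of 96 set tests, ranks of the score made 2 stronger, the log2 fold change in place of the score made 4 weaker and 4 stronger, a mean level of at least 100 made 11 weaker and 2 stronger, and random lists made 8 weaker and 7 stronger. The cell division set in the 24 h input comparison, with a median of 0.21, was at percentile 49.15 of its random lists, which is no shift in either direction, although its side of the middle changed. The 8 made weaker by random lists were, in input, cell division genes at 0 and 12 h, RpoS genes at 6 h, NtrC genes and Hfq-binding sRNAs at 12 h, and in the strain difference, cell division genes at 0 h, other non-coding RNAs at 12 h and RpoS genes at 24 h. Those made stronger included ribosomal protein genes in the strain difference, lower at 0 h and higher at 6 and 12 h. In input they included tRNA genes at 6 h and ribosomal protein genes at 6 and 12 h, all lower in WT. In WT enrichment they included other non-coding RNAs, lower at 24 h. With the sign turned, 4 sets at 0 h changed sign and 1 was weaker. Of the 4, tRNA, NtrC and RpoS genes were no longer past the threshold (cameraPR, adjusted p = 0.194, 0.383 and 0.690).

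For the 139 values of named genes, none reversed apart from those at 0 h given above. The threshold of 0.01 made 8 weaker, the planned t reference 35, the t reference with 40 degrees of freedom 3, centring 1, the IHW adjustment 1 and the turned sign 1. The threshold of 0.1 made 5 stronger, a mean level of at least 100 made 2 and centring made 2. Of the 18 genes named for a change over time, the planned t reference made 12 weaker, the threshold of 0.01 made 5 the t reference with 40 degrees of freedom made 4 and the turned sign made 3. For a gene that was not called, the mean level and standard error show how well its value was resolved. For hfq in input at 0 h these were 977 and 0.34, at a log2 difference of -0.09. The reads of such a gene in single libraries remain unknown. Across genes, only the recovery in simulated data limits what was missed, and it covers changes in genes with a mean level of at least 100.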

Other observations

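The tests in this part were chosen after the results had been seen. Some values they use were planned, such as the correlation of the 0 h strain difference with WT enrichment.

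The 0 h table of the strain difference rose with the input difference with a slope of 1.83 in 1689 genes with a mean level of at least 100, which the later tables did not. Its values were compared with what the mean level and the standard error of each gene allow: counting error sets a lowest mean for each pulldown group, and the mean level over 56 libraries sets a highest one. At 0 h, 26 of 4302 genes exceeded the resulting limit on the pulldown difference, 6 of them by more than 2 log2 units, against 0 at 6, 12 and 24 h. For ppk the implied pulldown difference was 24.1 log2 units at a mean level of 99.4. A strain difference in enrichment of the size deposited is therefore argued against for these genes. A table without any input term is argued against by the median squared standard error of 0.360, since the pulldown terms alone come to 0.162 at 6 h. An exchange of the Δppk pulldown and input libraries would give a table that rises with WT enrichment, and the correlation was -0.086. A candidate explanation is that the input term was added where it is subtracted in the other tables. With its sign turned, 0 genes exceeded the limit at 0 h, the implied pulldown difference of ppk was 5.04, and the derived Δppk enrichment at 0 h correlated by 0.91 with that at 6 h, against 0.64 as deposited. The same step at the later times placed 3, 4 and 7 genes over the limit and lowered such correlations to at most 0.69. The labels do not state the construction of the table, so this remains a hypothesis. An error in only part of the libraries was not tested.

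With the sign turned, 4 genes had an adjusted p below 0.05 at 0 h, and they are named after their values were seen. They were lpoA (b3147) at -1.32, yheS (b3352) at -1.70, sdsR (b4433) at 3.82 and ryeA (b4432) at 4.02. The last 2 overlap in the annotation, and whether the counting used strand is not stated, so reads of one can be counted for the other.

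WT enrichment moved more from 6 to 24 h than derived Δppk enrichment. In genes with a mean level of at least 100, the SD across genes of the change was 0.94 in WT, where the deposited errors give 0.70, and 67 genes were called. In Δppk the SD was 0.53, where the errors give 0.75, and 1 gene was called. Larger errors in Δppk would widen its scatter, and the SD of 0.53 argues against them as the reason. The direct test of a strain difference in the change called 8 genes, with 141 at an unadjusted p below 0.05 of 1689 tested, so for most genes a difference between the strains is not shown. A change in WT input alone would make the WT change mirror the change of the input comparison. Their correlation was -0.20, against -0.28 from shared libraries alone, so no mirroring beyond shared error was seen. The simulation added error to the observed WT change and gave the input comparison no true change. It therefore cannot decide, and a part of the input stays open. A strain-dependent change in Hfq binding may contribute. Such a change cannot be told apart here from a difference between libraries of 1 group, because each strain and time was 1 group of libraries. A strain difference in the amount or solubility of Hfq protein stays open too and was not tested. Errors above the scatter were not particular to Δppk, since the WT change had an SD of 0.62 against an error of 0.69 from 0 to 6 h and of 0.57 against 0.71 from 6 to 12 h.

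All 22 rRNA genes were enriched in the WT pulldown, the lowest by 6.78 at 24 h. Removal of rRNA that differed between pulldown and input could move all copies together, and so could binding of rRNA or ribosomes to Hfq or to the beads. The 2 cannot be told apart, since the labels used here give no rRNA step and no pulldown without the tag was analysed here.

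tRNA genes were higher in WT minus Δppk enrichment at 6 h, with a median of 2.18. This value and the rRNA values below are given without the median of all genes subtracted. A general gain of non-coding RNA would raise rRNA genes too, and their median at 6 h was 0.025. The deposited standard errors were 1.14 for rrlB and 1.35 for rrfA, and rRNA copies share reads. A gain of the size seen for tRNA genes is therefore not excluded at 6 h. At 12 and 24 h rRNA genes were at 1.40 and 1.27, so a part of the tRNA difference at those times could be shared with them. Reads shared between tRNA copies, fragment sizes and a biological difference in tRNA recovery stay open and were not tested. The same holds for a strain difference in the amount of Hfq protein recovered.

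The 47 entries without an identifier held 1 set of values in each table. They were left out, and no explanation was tested.

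Next to ychS, which was among the lowest genes in WT input, the neighbouring genes rttR (b4425) and tpr (b1229) were chosen after their values were seen. The input difference in the authors' deposited table was -3.19, -3.13 and -2.63 for rttR and -2.99, -2.94 and -2.46 for tpr at 6, 12 and 24 h. At 0 h neither of the 2 was past the threshold. In the annotation rttR and tpr overlap, so their reads are not separate evidence, and no explanation was tested. The mean level of tpr in the authors' deposited table was 12.1 and that of rttR 25.1.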
